A study of Mus musculus with 24 samples. Its data were reported in "An integrative view of the regulatory and transcriptional landscapes in mouse hematopoiesis" (2020).

How the data were processed

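The data are ATAC-seq peak lists of 24 libraries from 12 mouse hematopoietic cell populations, 2 libraries each. There are 10 primary populations with 20 libraries and 2 cell lines with 4 libraries. Per the study's methods and the submitters' notes, the authors trimmed reads and aligned them to mm10 with Bowtie 0.12.8, removed mitochondrial and unplaced contigs, handled reads with SAMtools (1.6 in the submitters' notes, an older version in the study's methods) and bedtools, and called peaks with HOMER on each library by itself. The score of each peak was computed by the authors and deposited in the peak lists without a name or a stated unit, and it was used here only to rank or filter peaks within a list and to read a relative depth. Read counts, signal tracks and the pooled element set of the study are not used here.

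Groups follow the labels, which name the population of each library. The library numbers in the labels run together for CMP, GMP, MEP, CFUE, ERY, CFUMK and iMK, and apart for the cell lines, for LSK replicate 1 and for LSK replicate 2, MON and NEU, which run together. Choices of comparison, test, gene list and named genes were made before the data were examined, and alternatives added later are named in the closing section. All peak ends lie within the chromosomes of mm10 (GRCm38.p6), whose sequence and GENCODE vM21 annotation were used. No list of artefact regions was applied.

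A supplement of the study lists read totals, which are not used as data here. The lowest scores of a list, those under 10, are whole multiples of a step within 0.0051 for 91.1% or more of the values. The inverse of the step was taken as relative depth, in percent of the deepest library (GMP replicate 1), which rests on all lists having been scaled to one total. Relative depth was between 40.2% and 100% in primary libraries and between 22.3% and 27.0% in the cell lines. How many sites a library missed for lack of depth is not known.

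Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. A peak was reproducible when it overlapped a peak of the other replicate by 1 bp or more. Reproducible peaks of the 12 types were merged where they overlapped, and a type was called at an element where it had a reproducible peak. Similarity is phi, the correlation of presence and absence over the elements. Replicate similarity was set against 100000 random pairings of the libraries (one-sided). Differences between types were tested by exact permutation over type means (two-sided), with the cell type as the unit. Promoter peaks have their centre within 1 kb of one of 132629 annotated transcript starts, and a promoter of a gene was called where a peak lay within 500 bp of a start. Motifs were searched as consensus sequences on both strands in 200 bp about the peak centre, and in windows moved by 10 kb for the background. The 32 motif tests (8 motifs in 4 contrasts) were adjusted by Benjamini-Hochberg. For the CTCF motif elements kept, the motif was instead searched over the whole merged element. Elements over 1 kb from a transcript start were compared, and for MEP also within 10 classes of score. Element width was not matched.

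For each of 21881 protein-coding genes the peaks in the gene body and 20 kb on each side were counted. The 16996 genes with a mean of at least 3 peaks over the 24 libraries were fitted in limma (trend and robust variance) on the log2 number per 100000 called peaks with a prior of 1 peak. The 12 group means share one estimate of the spread, and 7 contrasts were tested at an adjusted p of 0.05 (Benjamini-Hochberg, two-sided). In fits that leave a type with 1 library, that library is assumed to vary like the other groups. The fit was tested on simulated data with 200 changed genes. In the erythroid contrast 36% of genes raised 2-fold and 100% of genes raised 4-fold were found, with 3 false calls of 16796 genes. In the contrast of CFUE and MEP these were 0% and 50%, with 2 false calls. For genes lowered to 0.5 and 0.25 of their level they were 28% and 76% in the erythroid contrast and 8% and 34% in that of CFUE and MEP.

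Lists of 255 genes in 12 groups (erythroid, megakaryocyte, granulocyte, monocyte, stem and progenitor, B cell, T and NK cell, mast, basophil and eosinophil, heme synthesis, GATA1-repressed, housekeeping and other tissues) were written from general knowledge, and 254 genes were matched. The lists overlap: the erythroid and heme synthesis lists share Alas2 and Fech among others, the megakaryocyte and stem and progenitor lists Meis1 and Runx1, the monocyte and GATA1-repressed lists Spi1, and the stem and progenitor and GATA1-repressed lists Gata2, Kit, Lyl1, Myb and Myc among others. Each list was tested in each contrast with camera (84 tests, two-sided, Benjamini-Hochberg), with the correlation between genes estimated from the data. Named genes are, per contrast, the 6 largest rises and the 6 largest falls among genes past the threshold whose libraries do not overlap between the sides, and genes of the lists past the threshold, up to 8 per list by size of change. The 8 loci described were fixed in advance, and a symbol with 2 loci was left out. Results for some genes that the rule names are not reported here.

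Alternatives were another overlap rule, calls in either replicate, equal peak number by taking the highest scores (52720 peaks per library, or, for the groupings and the elements kept, 97760, the smallest list of the 8 types LSK, CMP, GMP, MEP, CFUE, ERY, CFUMK and iMK), other distances, motif windows and gene windows, another prior, no minimum of peaks, raw numbers, median centring and leaving out each library. For contrasts with 3 or more libraries a side, 100 of the possible splits of the libraries were fitted as 2 pooled groups.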

Results

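Accessible chromatin was mapped by ATAC-seq, in which a transposase cuts and tags open DNA, in 12 mouse hematopoietic cell populations with 2 libraries each, 24 libraries in all. Of these, 10 were primary populations. Adult bone marrow gave LSK cells (lineage negative, Sca1 and Kit positive, the compartment that holds the stem cells), common myeloid progenitors (CMP), granulocyte monocyte progenitors (GMP), megakaryocyte erythroid progenitors (MEP), colony forming unit erythroid cells (CFUE), erythroblasts (ERY), colony forming unit megakaryocyte cells (CFUMK) and immature megakaryocytes (iMK). Peripheral blood gave monocytes (MON) and neutrophils (NEU). The other two populations were cell lines. G1E is an erythroid progenitor line that lacks the transcription factor GATA1, and G1E-ER4+E2 is a G1E clone in which estradiol restores GATA1 function through a GATA1 and estrogen receptor fusion. Each library came as a list of called peaks of at most 150 bp, with between 52720 peaks (G1E replicate 1) and 230877 peaks (GMP replicate 1). Read totals are not used here. The steps between the lowest scores give a relative depth, which ran from 40.2% to 100% of the deepest library in the primary populations and from 22.3% to 27.0% in the cell lines.

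The first comparison set the multilineage, MEP and megakaryocytic types against the erythroid and innate types in the number of called peaks. The study had described the same division from these data, so the test is no independent one. LSK, CMP, GMP, MEP, CFUMK and iMK had 188461 ± 20107 peaks (SD over 6 type means), and CFUE, ERY, MON and NEU had 115729 ± 22567 (SD over 4 type means), a ratio of 1.63. CMP had the most, 213705 ± 13647 (SD, n = 2), followed by GMP with 201749 ± 41193 and CFUMK with 199900 ± 3854. MEP had 163092 ± 3794 and its erythroid successors CFUE and ERY had 116532 ± 24242 and 102725 ± 7022. NEU had 96496 ± 17189, the fewest of the primary types, and MON had 147162 ± 23487. G1E and G1E-ER4+E2 had 55366 ± 3741 and 66357 ± 5585. The difference between the 6 and the 4 types was larger than the spread between types (exact permutation test, two-sided, p = 0.00952, the smallest p that 6 against 4 allows), and the peak number comparison made on covered length gave a difference of 9.88 Mb. CMP, GMP, MEP, CFUE, ERY, CFUMK and iMK carry library numbers that lie together, and the other types lie outside that run. Within those 7 types the difference was 82909 peaks, with 192537 ± 19513 (SD, n = 5) against 109628 ± 9763 (SD, n = 2), and the exact permutation test gave p = 0.0952, the smallest it allows.

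**Figure D1:**
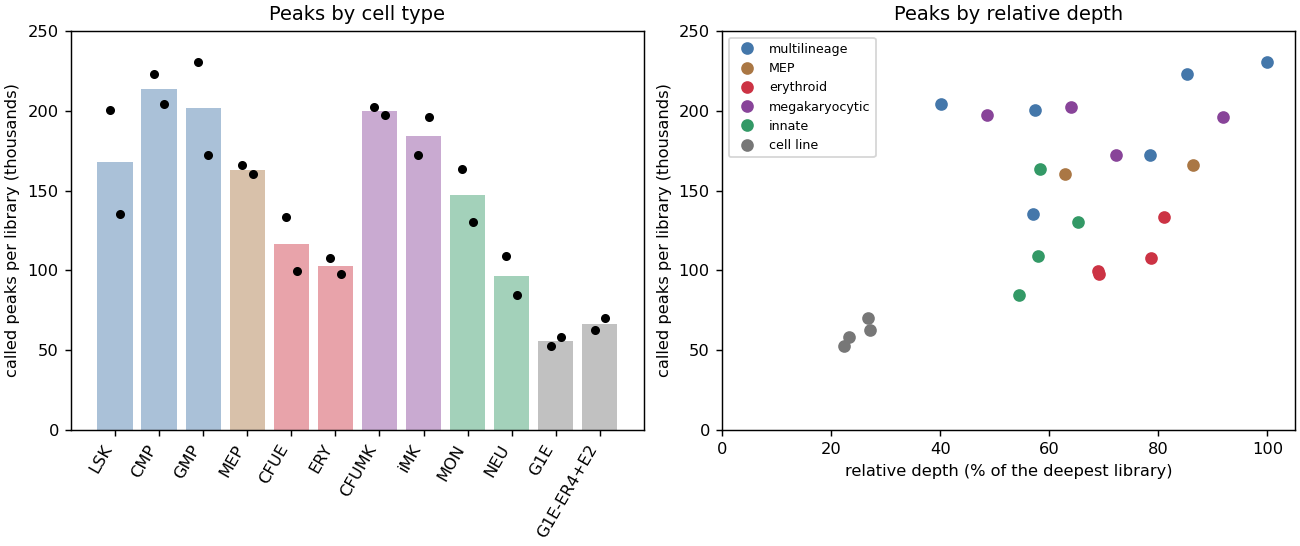
The left panel plots the number of called peaks per population, with bars for the mean and points for the 2 libraries, and the right panel plots the number of peaks of each library against its relative depth in percent of the deepest library. CMP, GMP and CFUMK have the highest means (213705, 201749 and 199900 peaks), and the cell lines the lowest (55366 and 66357).

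Replicates were compared before the types. Presence or absence of a call over the merged elements correlated with a mean phi of 0.757 between libraries of one type, from 0.581 in LSK to 0.826 in G1E, and of 0.285 between libraries of different types. Each of the 24 libraries was closest to its own replicate. Random pairings of the libraries gave a mean of 0.306 and at most 0.544 (permutation test, one-sided, 100000 pairings, p = 1e-05, the smallest they can give). The merged elements are peaks seen in both replicates, which by itself raises phi, and over the 558010 elements of all peaks the mean was 0.638, with the lowest values in MON (0.364) and CFUE (0.419), which had 0.7103 and 0.778 over the merged elements. The share of a library's peaks that overlapped a peak of the other replicate ran from 48.5% in MON replicate 1 to 89.8% in GMP replicate 2. The study describes its replicates as biological, from other groups of mice or from separate aliquots of the same mice. Which of the 2 holds for a type is not given in the sources used here, so p-values measure only the spread between these libraries, part of which may be technical.

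Peaks found in both replicates merged into 207525 elements over the 12 types, with a median width of 250 bp and 63.6 Mb in all. CFUMK had the most elements, 123496, followed by GMP with 113841 and CMP with 107984. MEP had 75924, ERY 41536, CFUE 40972, NEU 43445 and G1E 27728. Elements called in all 12 types numbered 10588 (5.10%), and 62158 (30.0%) were called in 1 type. GMP had the most elements of its own, 11925 or 10.5% of its elements, ahead of iMK with 8288, MEP with 7274 and CMP with 7109.

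The next question was which lineage the bipotential and the megakaryocytic populations resemble. MEP was closer to CFUE (phi 0.418) and ERY (0.420) than to LSK (0.307), CMP (0.283) or GMP (0.0491). Its phi with CFUMK was 0.385, close to the erythroid values and above each multilineage type, and that with iMK 0.128. The mean for the erythroid types was 0.419 and that for the multilineage types 0.213. CFUMK and iMK went the other way, with a mean phi of 0.438 with the multilineage types and 0.180 with CFUE and ERY. CFUMK was closest to CMP (0.522), whereas iMK was closest to GMP (0.511), followed by MON (0.447) and NEU (0.432), and had a phi of 0.396 with CFUMK. CFUE and ERY (0.748), G1E and G1E-ER4+E2 (0.608) and MON and NEU (0.582) were the closest pairs. G1E-ER4+E2 had a phi of 0.473 with CFUE, above the 0.394 with MEP. The difference of 0.206 for MEP and that of 0.258 for the megakaryocytic types each had an exact permutation p of 0.2 (two-sided), the smallest that 2 against 3 types allow, so neither could pass at 0.05. For MEP the direction rested on 1 library: without CFUE replicate 2, so that replicate 1 alone gave the CFUE elements, the difference was -0.000659 (exact permutation p = 1). The MEP grouping narrowed to 0.0768 without CFUE replicate 1 and to 0.0923 and 0.0599 without ERY replicate 1 or 2. With a call in either replicate it was -0.0671 (exact permutation p = 0.4). The megakaryocyte grouping widened to 0.456 without CFUE replicate 2 and 0.402 without ERY replicate 2.

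**Figure D2:**
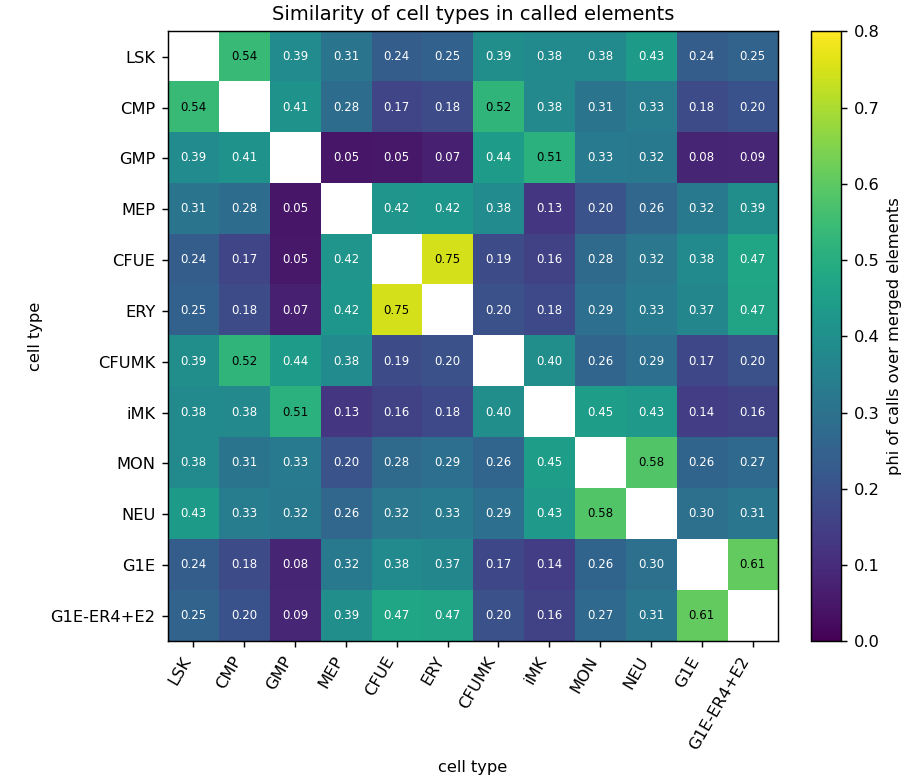
The heat map gives phi, the correlation of presence or absence of a call over 207525 merged elements, for each pair of the 12 populations, which stand on both axes. The erythroid pair CFUE and ERY reaches 0.748, and MEP has 0.418 and 0.420 with them and 0.0491 with GMP.

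Loss along each path was read from the share of elements that a successor kept. Of the 75924 MEP elements, 84.4% were called in CFUMK, 55.5% in iMK, 41.7% in CFUE and 42.1% in ERY, while the elements of a single MEP library were found in the other MEP library at 86.3% and 89.7%. Over pairs of single libraries the shares ran from 85.0% to 85.9% for CFUMK, 56.7% to 59.2% for iMK, 42.5% to 47.0% for CFUE and 43.2% to 45.2% for ERY. At equal peak number only CFUMK stood apart, with 76.0% against 52.1% in iMK, 52.1% in CFUE and 52.8% in ERY, and without 1 library the shares for iMK (39.8% to 60.5%) overlapped those for CFUE (28.7% to 50.1%). CFUE had 9345 elements not called in MEP, 22.8% of its own. LSK passed 90.3% of its elements to CMP, with a range of 82.8% to 91.5% over pairs of libraries, and CMP passed 74.4% to GMP and 49.7% to MEP. GMP passed 38.3% to MON and 32.9% to NEU. CFUE passed 80.4% to ERY (49.9% without CFUE replicate 1 and 36.5% without CFUE replicate 2, when calls of the other library alone stand for CFUE), CFUMK 63.4% to iMK, and G1E 73.5% to G1E-ER4+E2. No test was made of these shares, which also move with the number of peaks in the receiving list.

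Whether promoters or distal sites account for the lower number was asked next. The 4 erythroid and innate types held a larger share of peaks within 1 kb of a transcript start, 37.7% ± 4.64 (SD, n = 4 types) against 31.6% ± 2.71 (n = 6), a difference of -6.02 points for the 6 types minus the 4 (exact permutation test, two-sided, p = 0.0381). ERY had 41.4% ± 3.45 and CFUE 39.9% ± 5.47 (SD, n = 2 libraries), NEU 38.4% ± 6.96 and MON 31.0% ± 1.72, whereas CFUMK had 29.4% ± 0.279 and GMP 29.6% ± 2.66. LSK (35.8%) and MEP (34.2%) lay above MON. The cell lines stood highest, at 49.0% ± 0.419 in G1E and 49.9% ± 1.64 in G1E-ER4+E2. In absolute terms distal peaks fell the most, from 129508 ± 17761 to 73210 ± 19684, a ratio of 1.77, and promoter peaks from 58953 ± 3650 to 42519 ± 4344, a ratio of 1.39 (exact permutation p = 0.00952 for each). The promoter share no longer passed at 0.05 without LSK replicate 1 (-5.54, exact p = 0.0762), MON replicate 2 (-5.72, exact p = 0.0667) or NEU replicate 2 (-4.79, exact p = 0.105). Within the 7 types numbered together it was -9.86 with an exact p of 0.0952, the smallest possible, and at equal peak number -6.95 with an exact p of 0.143. There CFUE (61.9%) and ERY (59.9%) stood highest, while MON (47.0%) and NEU (46.3%) lay under LSK (49.7%) and MEP (49.9%), so the difference there came from the erythroid types.

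Binding motifs of 8 transcription factor families were counted in 200 bp about each peak centre, and the share of peaks that hold each was compared between each of 4 classes and the remaining types: erythroid (CFUE, ERY and both cell lines), innate (MON and NEU), megakaryocytic (CFUMK and iMK) and multilineage (LSK, CMP and GMP). None of the 32 contrasts passed after Benjamini-Hochberg adjustment (exact permutation tests, two-sided, lowest adjusted p = 0.194), and 6 had an unadjusted p under 0.05. The ETS motif of PU.1, a myeloid factor, was in 2.34% of peaks of the erythroid types against 5.84% elsewhere (unadjusted exact p = 0.0121). The KLF/SP motif, which the erythroid factor KLF1 binds, was in 18.8% against 14.1% (exact p = 0.0121), but the cell lines (21.6% and 22.1%) carry this difference, as CFUE (15.8%) and ERY (15.5%) lay under NEU (16.4%). RUNX motifs were in 3.21% of erythroid peaks against 5.06% (exact p = 0.0323) and in 6.001% of multilineage peaks against 3.93% (exact p = 0.0182). CEBP motifs, of granulocyte factors, were in 0.106% of erythroid peaks against 0.193% (exact p = 0.0364). The GATA motif was in 10.95% of MON and NEU peaks against 19.8% elsewhere (exact p = 0.0303, the smallest that 2 against 10 types allow) and in 22.5% of erythroid peaks against 16.3% (exact p = 0.113). MEP had the highest GATA share of the primary types, 27.5%, against 18.0% in CFUE and 10.4% in NEU. Sequence 10 kb away held the GATA motif in 19.98%, the ETS motif in 1.27%, the KLF/SP motif in 5.85%, the RUNX motif in 2.55%, the CEBP motif in 0.0310%, the AP-1 motif in 3.43%, the CTCF motif in 0.131% and the E-box in 33.4% of windows. The short GATA and E-box motifs are thus common in any sequence, and shares of all peaks mix sites that come and go.

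Elements that changed at single steps differed more. Of the 22297 elements that MEP had and CMP had not, 52.0% held a GATA motif, against 21.3% of those kept and 17.1% of those lost. Elements lost from CMP to MEP held the ETS motif in 11.4%, against 2.64% of those kept. From CMP to GMP the GATA motif was in 34.7% of the lost and 13.9% of the kept elements, and the CEBP motif in 0.607% of the gained against 0.256% of the kept. From MEP to CFUE, 36.3% of the lost and 21.9% of the kept elements held a GATA motif, and 19.3% of the lost but 51.0% of the kept elements lay at promoters. From CFUMK to iMK, GATA motifs were in 34.2% of the lost against 14.2% of the kept elements. These shares have no test, and kept elements lie more often at promoters.

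CTCF is a DNA binding protein that marks domain borders, and its motif stands here for bound sites. Of the distal LSK elements, 3791 held the motif and 41418 did not. Those with the motif were kept more often in each of the 11 other types. The widest gap was in MEP, with 91.7% kept against 43.0%, followed by ERY with 59.96% against 17.6% and CFUE with 50.3% against 16.2%. CMP kept 98.1% against 88.1%, GMP 93.0% against 76.5%, CFUMK 98.7% against 83.1% and iMK 90.1% against 66.6%. MON kept 61.6% against 37.7% and NEU 59.8% against 34.6%. G1E kept 14.3% against 12.74%, and G1E-ER4+E2 33.8% against 15.2%. With a single library standing for LSK, as without LSK replicate 1 or without LSK replicate 2, the differences widened to 30.1 and 28.2 points in CMP and 35.3 and 28.6 in CFUMK, the comparison of CTCF motif elements kept: share with minus share without the motif, LSK to GMP gave 33.4 and 24.8, and without LSK replicate 1 to 38.6 in iMK and 4.40 in G1E. For G1E it was 8.78 without G1E replicate 1 and 3.64 without G1E replicate 2. For GMP the direction turned at equal peak number, where the share with the motif was 2.21 points lower (-2.21). Among distal MEP elements, 47.0% of the 4563 with the motif and 28.6% of the 46687 without it were called in CFUE, and 98.3% against 79.9% in CFUMK. Matching the elements without the motif on score left 28.5% and 28.7% for CFUE in the libraries of MEP.

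**Figure D3:**
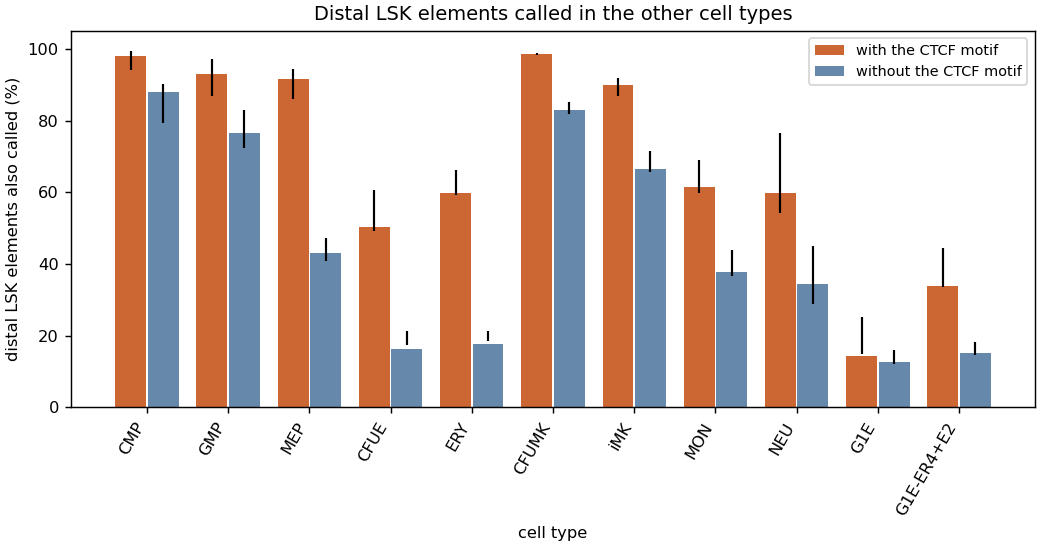
Bars give the percent of distal LSK elements called in each other population, with and without a CTCF motif, and lines the range over pairs of single libraries. The gap is widest in MEP (91.7% against 43.0%) and narrowest in G1E (14.3% against 12.74%).

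Promoters of 12 gene lists, a peak within 500 bp of a transcript start, were counted as called or not in each library. Of 42 erythroid genes, 41 had an accessible promoter in each library of CFUE and ERY and 40 in each of MEP, against 23 and 25 in MON and 24 and 25 in NEU. The granulocyte list of 28 genes had 25 in both iMK libraries, 24 and 23 in GMP, 18 and 17 in NEU, 12 in both MON libraries and 8 or fewer in CFUE and ERY. Of 27 monocyte genes, iMK had 26 in both libraries, GMP 25 and MON 24, against 4 or 5 in CFUE and ERY. Of 29 megakaryocyte genes, CMP had 25 in both libraries, CFUMK 23, iMK 18 and 20, and ERY 9 and 8. Of 33 stem and progenitor genes, LSK had 31 and 32 and ERY 15 in both. The B cell list of 12 had all 12 in both NEU libraries, and no more than 8 in any library of the other types. The T and NK cell list of 23 had 16 in both iMK libraries and 11 and 8 in NEU. The mast, basophil and eosinophil list of 16 had 10 in iMK and 2 and 1 in ERY. Of 15 heme synthesis genes each primary library had 14, lacking Hmox1 in CFUE and ERY and Alas2 in the others. All 24 libraries had the 18 housekeeping promoters. GATA1-repressed promoters, of genes that GATA1 is known to turn down, were called for 10 of 10 in LSK, CMP, GMP, MEP, CFUMK and iMK, for 8 and 7 in CFUE, 5 and 6 in ERY, and 9 in all 4 cell line libraries. Of 20 genes of other tissues, between 1 (G1E) and 10 (MEP replicate 2) had a called promoter. These counts have no test and move with the length of a list.

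**Figure D4:**
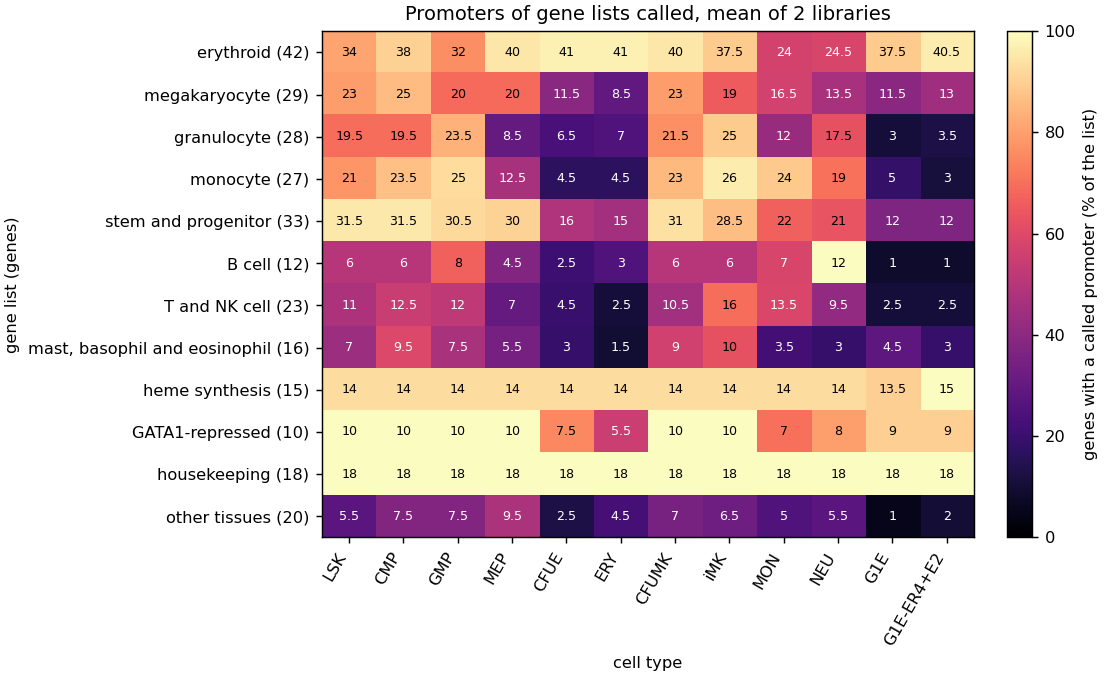
The plot gives the number of genes of each of 12 lists with an accessible promoter in each population, as the mean of the 2 libraries. The B cell list stands at 12 of 12 in NEU, and the erythroid list at 41 of 42 in CFUE and ERY.

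For single genes the number of peaks in the gene body and 20 kb on each side was compared per 100000 called peaks, over 16996 genes in limma. A gene that is higher has a larger part of its library's peaks, not always more peaks, and log2 differences are given relative to the median of all genes, with their SE. Genes whose windows overlap share peaks (Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, Pf4 and Ppbp, Hoxb4 and Hoxb5, Taar7b and Taar7d, Gbp8 and Gbp9, Tg and Sla). Coordinates are of mm10. Of the 84 list tests, 0 passed with the correlation between genes estimated from the data (limma camera, two-sided, lowest adjusted p = 0.157), and 25 tests passed with a preset correlation of 0.01.

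Erythroid commitment was read from CFUE and ERY (n = 4 libraries) against LSK, CMP and GMP (n = 6). Of 42 measured erythroid genes, 35 were higher and 1, Tspan33, was lower at a log2 difference of -0.49 on the library total (37 and 1 adjusted over the list alone; adjusted p = 0.217 for the list with an estimated correlation). Tspan33 lies outside the rule for named genes and was singled out after its values were seen, as were the higher granulocyte genes Mxd1, Clec4e and Camp, the higher monocyte genes Cd36, Fcgr4, Treml4 and Cd68, the higher stem and progenitor genes Mllt3 and Cd27, and the higher mast cell gene Il1rl1. The leading ones were Car1 (2.37 ± 0.27), a carbonic anhydrase of red cells, Kel (2.29 ± 0.41), the Kell blood group protein, Slc4a1 (2.09 ± 0.30), the band 3 anion exchanger, Hba-a2 (2.00 ± 0.23), an alpha globin, and Gata1 (1.43 ± 0.25). Slc4a1 on chromosome 11 (102348824 to 102366203) had 13.8 ± 1.89 peaks against 3.83 ± 1.94. Of the 15 genes of heme synthesis 11 were higher (11 over the list alone, 5 with centring, adjusted p = 0.417 with an estimated correlation), led by Alas2 (1.25 ± 0.22), the first enzyme of the pathway in red cells, and Fech (1.06 ± 0.18), the last, while Ppox turned with raw numbers. The lists of other lineages leaned lower. Among 27 monocyte genes 13 were lower and 4 higher (the same over the list alone, adjusted p = 0.157 with an estimated correlation), with Cybb, of the phagocyte oxidase, at 0 against 13.3 ± 7.97 peaks, Klf4 (-3.44 ± 0.27) and the endotoxin receptor Tlr4 (-3.05 ± 0.25). Among 28 granulocyte genes 13 were lower and 3 higher (the same over the list alone, adjusted p = 0.217 with an estimated correlation), with Ctsg, cathepsin G, at 0 against 9.83 ± 3.76 peaks and Mpo, myeloperoxidase, at -1.77 ± 0.25. Of 33 stem and progenitor genes 12 were lower and 4 higher (the same over the list alone, adjusted p = 0.217 with an estimated correlation): Mycn (-3.37 ± 0.36), Mecom (-3.02 ± 0.24) and Hoxb4 (-2.21 ± 0.25) were lower and Myc (0.73 ± 0.17) and Lyl1 were among the higher. Of 28 megakaryocyte genes 10 were lower and 6 higher (11 and 6 over the list alone, adjusted p = 0.257 with an estimated correlation), led by the homeobox gene Meis1 (-2.90 ± 0.18), the platelet ADP receptor P2ry12 (-2.52 ± 0.25) and the platelet chemokine Pf4 (-2.29 ± 0.27).

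Among the largest falls in this contrast were Stxbp6 on chromosome 12 (44852484 to 45074709), with 0.25 ± 0.5 peaks against 44 ± 15.01 (SD), the interferon-induced Gbp8 and Gbp9 at 0 against 31.5 ± 7.5 and 23.5 ± 5.75, and Basp1 at 0 against 23.7 ± 2.58. The largest rises were the trace amine receptors Taar7d (2.95 ± 0.34) and Taar7b (2.504 ± 0.33) on chromosome 10, the corticotropin receptor Mc2r (2.70 ± 0.37) and Acnat1 (2.56 ± 0.32). Mast, basophil and eosinophil genes were lower for 7 and higher for 2 of 14 (the same over the list alone, adjusted p = 0.257 with an estimated correlation), among them Mcpt8 (-2.78 ± 0.35) and Cpa3 (-2.34 ± 0.29), a basophil and a mast cell protease, and the higher Ccr3, which turned with raw numbers. B cell genes were lower for 5 and higher for 2 of 12 (the same over the list alone, adjusted p = 0.416 with an estimated correlation), with Ms4a1, which encodes CD20, at -2.25 ± 0.32, Ebf1, Fcrla, Pou2af1 and Cd79b also lower, and Cr2 at 1.22 ± 0.18 and Cd79a higher, of which Cd79a turned with raw numbers and at equal peak number. T and NK cell genes were lower for 6, led by Klrd1 and Bcl11b, and higher for 3, Lck, Klrb1c and Tcf7, of 19 (5 and 3 over the list alone, adjusted p = 0.281 with an estimated correlation), and Klrb1c and Tcf7 turned with raw numbers. GATA1-repressed genes were lower for 2, Vim and Spi1, and higher for 3, Myc, Rgs18 and Lyl1, of 10 (adjusted p = 0.846 with an estimated correlation, same counts over the list alone). Rgs18 turned at equal peak number and Lyl1 with raw numbers. Genes of other tissues were lower for 5 and higher for 3 of 13 (the same over the list alone, adjusted p = 0.217 with an estimated correlation), led by Gria2 (-2.40 ± 0.34), with Alb, Neurod1, Sftpc and Ckm also lower and Gfap, Nphs1 and Ins2 higher. Nphs1 and Ins2 turned with raw numbers and Nphs1 and Sftpc at equal peak number. Ckm was under the median in a 50 kb window. Of 18 housekeeping genes 7 were higher (7 over the list alone, adjusted p = 0.771 with an estimated correlation). With raw numbers Eef2, B2m, Pgk1, Ywhaz and Gtf3c5 turned, but all that turned so lay over the median (-0.43). List counts depend on the scale. With centring 23 erythroid genes were higher and 1 lower, 0 and 13 megakaryocyte, 2 and 15 granulocyte, 1 and 16 monocyte, 2 and 19 stem and progenitor, 1 and 6 B cell, 2 and 10 T and NK cell, 1 and 8 mast, basophil and eosinophil, 5 and 0 heme synthesis, 3 and 5 GATA1-repressed, 2 and 2 housekeeping and 1 and 7 of other tissues.

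In all, 9608 genes passed in this contrast (limma, adjusted p under 0.05), 6616 higher and 2992 lower, with the median of all genes at 0.30. The balance depends on the scale: centring each library on its median gave 3477 and 4283, raw numbers 557 and 7894, and equal peak number 6680 and 5057. Libraries of the 2 sides did not overlap in 36.2% of genes, against 0.952% for libraries drawn singly, which is too low a bound since replicates of a type go together. CMP and GMP alone on the multilineage side, the types numbered with CFUE and ERY, gave 9282 genes. Of 99 named results, 6 lost their call without LSK replicate 1, 4 without LSK replicate 2, 6 without CMP replicate 1, 5 without CMP replicate 2, 6 without GMP replicate 1, 5 without GMP replicate 2, 6 without CFUE replicate 1, 8 without CFUE replicate 2, 4 without ERY replicate 1 and 8 without ERY replicate 2. The genes were Cd79a, Cd79b, Ins2, Ckm, Tcf7, Nkg7, Ywhaz, Gtf3c5, Nphs1, Treml1 and Pou2af1.

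The megakaryocytic types CFUMK and iMK (n = 4 libraries) were compared with LSK, CMP and GMP (n = 6) in the number of peaks per gene. Here 36 genes passed (limma), 33 lower and 3 higher, and 1151 had an unadjusted p under 0.05. Mecom, a stem cell transcription factor on chromosome 3 (29951296 to 30548008), had 43.2 ± 30.7 peaks against 78.8 ± 22.8 (-1.11 ± 0.24) and was the 1 called gene of the 33 of the stem and progenitor list (1 over the list alone, adjusted p = 0.509 with an estimated correlation). The pluripotency factor Sox2 (-2.11 ± 0.42), Sptssb (-1.88 ± 0.35), Eva1a (-1.82 ± 0.38) and Klhl14 (-1.70 ± 0.28) fell the most, and E330021D16Rik (1.31 ± 0.26) rose. The other 11 lists had 0 genes past the threshold, megakaryocyte genes included (adjusted p = 0.643 with an estimated correlation, mean log2 difference 0.04). Adjusted over the list alone, 3 erythroid genes were higher (p = 0.561, estimated correlation) and 1 B cell gene lower (p = 0.417). Adjusted p-values with an estimated correlation were 0.220 for granulocyte, 0.417 for monocyte, 0.704 for T and NK cell, 0.217 for mast, basophil and eosinophil, 0.841 for heme synthesis, 0.360 for GATA1-repressed, 0.478 for housekeeping and 0.217 for other tissues genes. These calls depended on the setting and on single libraries. Without LSK replicate 1 there were 21, without GMP replicate 2 there were 2, without iMK replicate 2 there were 10, and without LSK replicate 2, CMP replicate 1, CMP replicate 2, GMP replicate 1, CFUMK replicate 1, CFUMK replicate 2 or iMK replicate 1 there were 0. CMP and GMP alone on the multilineage side gave 0 as well, and 816 higher and 941 lower passed at equal peak number. Of the 36 genes 31 also passed with no minimum of peaks, 16 with raw numbers and 16 at equal peak number. Without 1 library sizes moved less than calls, from -1.24 to -1.01 for Mecom, -2.30 to -1.92 for Sox2 and -1.77 to -1.64 for Klhl14. Since 2-fold changes were often missed in simulated data of this size, the few calls do not show that the types differ little. With centring Mecom was no longer called. Libraries of the 2 sides did not overlap in 1.99% of genes, against 0.952% for libraries drawn singly, too low a bound here as well.

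In the innate cells, MON and NEU (n = 4 libraries) against LSK, CMP and GMP (n = 6), some stem cell and erythroid genes had a smaller share of the peaks and a few a larger one. Of 33 stem and progenitor genes 10 were lower and 4 higher (11 and 4 over the list alone, adjusted p = 0.217 with an estimated correlation), with Mecom at 3.5 ± 3.11 against 78.8 ± 22.8 peaks (-4.13 ± 0.24), the angiopoietin receptor Tek (-2.44 ± 0.31), the stem cell factor receptor Kit (-1.75 ± 0.19) and Gata2 (-1.17 ± 0.24). Higher were Lyl1, Myc, Hhex and Ly6a, and Ly6a and Fli1 were singled out afterwards. Genes that turned with raw numbers, here Myc, Hhex, F2rl2 and P2rx1, stayed over the median (-0.50). Of 42 erythroid genes 11 were lower and 3, Epb41, Bcl11a and Car2, singled out afterwards, were higher (12 and 4 over the list alone, adjusted p = 0.453 with an estimated correlation). Among them were Gata1 at 0 against 5.17 ± 3.43 peaks, Rhag (-2.42 ± 0.17) and Ank1 (-1.64 ± 0.19), the ankyrin of the red cell membrane. Of 28 megakaryocyte genes 5 were lower, led by Mmrn1 (-2.94 ± 0.24), a platelet protein, with Rab27b, Gp9, Gp5 and Meis1, and 4, Tubb1, F2rl2, P2rx1 and Fli1, higher (6 and 5 over the list alone, adjusted p = 0.509 with an estimated correlation). Of 27 monocyte genes 7 were higher (7 over the list alone, adjusted p = 0.220 with an estimated correlation), led by Adgre1 (1.14 ± 0.36), Ms4a6c (1.06 ± 0.27) and Irf5 (0.83 ± 0.32). Spi1 and Cx3cr1 turned with raw numbers but stayed over the median (-0.50). Of 28 granulocyte genes 3, Csf3r, Itgam and Fpr2, were higher and 2, Ctsg (-2.43 ± 0.34) and Mpo (-0.92 ± 0.25), lower (the same over the list alone, adjusted p = 0.861 with an estimated correlation, mean -0.05 and median 0.11). Mpo turned to 0.13 in a 50 kb window and Fpr2 with raw numbers.

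B cell genes were higher for 6 of 12 in the innate cells (6 over the list alone, adjusted p = 0.217 with an estimated correlation), with Ms4a1 (1.23 ± 0.32) and Pax5 (1.18 ± 0.27) leading, while Fcrla and Ebf1 turned with raw numbers. One T and NK cell gene of 19, Klrb1c, was higher (0 over the list alone, adjusted p = 0.718 with an estimated correlation) and turned with raw numbers. Of 14 mast, basophil and eosinophil genes 3 were lower, Mcpt8 (-2.22 ± 0.35), Cma1 and Cpa3 (3 over the list alone, adjusted p = 0.509 with an estimated correlation). Heme synthesis had Flvcr1 and Slc25a38 higher of 15 (2 higher and 1 lower past the threshold, the same over the list alone, adjusted p = 0.861 with an estimated correlation), with Flvcr1 turning at equal peak number and Slc25a38 with raw numbers. GATA1-repressed genes had Kit and Gata2 lower and 4 of 10 higher (the same over the list alone, adjusted p = 0.863 with an estimated correlation, mean -0.11 and median 0.23), of which Spi1, Myc and Hhex turned with raw numbers. Of 18 housekeeping genes 4, Psma1, Actb, Eef2 and Polr2a, were higher (5 over the list alone, adjusted p = 0.663 with an estimated correlation). All but Psma1 turned with raw numbers but stayed over the median (-0.50). Of 13 genes of other tissues 5, Neurod1, Pax6, Alb, Myh6 and Sftpc, were lower (5 over the list alone, adjusted p = 0.217 with an estimated correlation), and Alb turned at equal peak number. With centring, 2 erythroid genes were higher and 13 lower, 3 and 6 megakaryocyte, 3 and 4 granulocyte, 4 and 0 monocyte, 4 and 13 stem and progenitor, 5 and 0 B cell, 2 and 2 heme synthesis, 3 and 2 GATA1-repressed and 2 and 2 housekeeping genes, and no T and NK cell gene was called.

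The innate contrast had 4551 genes past the threshold (limma), 2370 higher and 2181 lower, with a median of all genes of 0.12. Centring gave 1445 and 2616, and raw numbers 49 and 8629. The largest rises were Cdh18 (2.14 ± 0.46), which had 12.8 ± 12.1 peaks in the innate libraries, and Ms4a4c (1.65 ± 0.34). Besides Mecom, Nhs (-3.90 ± 0.44) fell the most, and among the next Samd5, Nr2f2 and Hs6st2 were at 0 against 14.8 ± 3.19, 14.8 ± 5.49 and 15 ± 6.13 peaks. Without MON replicate 2 there were 2985 genes, and without NEU replicate 2 there were 2402. Of 72 named results, 23 lost their call without NEU replicate 2, 16 without MON replicate 2, 14 each without MON replicate 1 and CMP replicate 1, 11 without GMP replicate 1, 8 without LSK replicate 1, 5 without LSK replicate 2, 3 each without CMP replicate 2 and GMP replicate 2, and 2 without NEU replicate 1. Irf5, Adgre1 and Mpo are among them. MON and NEU carry other library numbers than CMP and GMP. LSK replicate 2 is numbered directly before them, yet had a phi of 0.581 with LSK replicate 1 and 0.502 with CMP replicate 2 against 0.341 and 0.359 with MON and 0.415 and 0.396 with NEU, so number alone does not order the libraries. How far it adds to the gene counts was not tested. Libraries of the 2 sides did not overlap in 12.5% of genes, against 0.952% for libraries drawn singly, again too low a bound.

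At the branch from CMP to MEP (n = 2 and 2 libraries), a few myeloid and B cell genes were lower in MEP. Of 27 monocyte genes 3 were lower (6 over the list alone, adjusted p = 0.157 with an estimated correlation), Cybb at 0 against 11 ± 4.24 peaks, Ms4a6c (-2.59 ± 0.42) and Adgre1 (-2.48 ± 0.56). Of 12 B cell genes 3 were lower (4 over the list alone, adjusted p = 0.157 with an estimated correlation), Ms4a1 at 0 against 5.5 ± 0.707 peaks, Fcrla (-1.76 ± 0.27) and Ebf1 (-1.13 ± 0.26). Of 28 granulocyte genes 1 was lower (3 over the list alone, adjusted p = 0.217 with an estimated correlation), Gfi1 (-1.84 ± 0.36), a repressor that granulocytes need. The other 9 lists had 0 genes past the threshold, with adjusted p-values with an estimated correlation of 0.868 for erythroid, 0.941 for megakaryocyte, 0.634 for stem and progenitor, 0.647 for T and NK cell, 0.755 for mast, basophil and eosinophil, 0.880 for heme synthesis, 0.638 for GATA1-repressed, 0.985 for housekeeping and 0.509 for other tissues genes, and adjusted over the list alone 1 GATA1-repressed gene was higher and 1 lower. With centring 4 monocyte, 3 B cell, 2 granulocyte genes and 1 GATA1-repressed gene were lower. The largest falls were Btla, Clec5a and Bhlhe22, at 0 against 16 ± 0, 15.5 ± 3.54 and 15 ± 2.83 peaks, and Tfec (-3.45 ± 0.49). The olfactory receptor Olfr419 (2.13 ± 0.49) and the transporters Slc7a15 (1.95 ± 0.40) and Slc9b1 (1.94 ± 0.35) rose the most.

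In the branch contrast 288 genes passed (limma), 121 higher and 167 lower, with a median of 0.12, and 2740 had an unadjusted p under 0.05. Centring gave 79 and 220, raw numbers 39 and 715, and equal peak number 2245 and 1866. With 2 libraries a side, the count fell to 73 without CMP replicate 1, 63 without CMP replicate 2, 148 without MEP replicate 1 and 73 without MEP replicate 2. Of 19 named results 9, 9, 4 and 10 lost their call in the same order, Olfr419, Cacng2, Ms4a1 and Ebf1 each time. Libraries did not overlap in 52.5% of genes, against 33.3% by chance.

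From MEP to CFUE (n = 2 and 2 libraries), some erythroid genes were higher and some genes of other lists lower. Of 42 erythroid genes 7 were higher (10 over the list alone, adjusted p = 0.217 with an estimated correlation). Hba-a2 on chromosome 11 (32296489 to 32297298) had 17 ± 1.41 peaks against 4.5 ± 0.707 (2.01 ± 0.36), Slc4a1 13 ± 2.83 against 3.5 ± 0.707 (1.92 ± 0.47), and Bcl11a, a globin regulator, 29.5 ± 4.95 against 22.5 ± 0.707 (0.70 ± 0.22). Of 33 stem and progenitor genes 8 were lower and 1, Lmo2 (0.73 ± 0.24), higher (9 and 1 over the list alone, adjusted p = 0.217 with an estimated correlation), with Meis1 at 4.5 ± 2.12 against 39.5 ± 0.707 peaks (-2.65 ± 0.28), Hoxb4 at 0 against 6 ± 1.41 peaks, Mycn (-3.28 ± 0.56) and Erg (-1.25 ± 0.22). Of 28 megakaryocyte genes 6 were lower (8 lower and 1 higher over the list alone, adjusted p = 0.217 with an estimated correlation), among them Pf4 (-1.65 ± 0.41) and the ETS factor Fli1 (-1.51 ± 0.26). Of 14 mast, basophil and eosinophil genes 3 were lower (4 over the list alone, adjusted p = 0.217 with an estimated correlation), Ms4a2 (-2.16 ± 0.47), a chain of the IgE receptor, Cpa3 and Siglecf. Monocyte genes had 4 of 27 lower (5 lower and 1 higher over the list alone, adjusted p = 0.509 with an estimated correlation), led by Klf4 (-3.61 ± 0.43), with Tlr4, Tlr2 and Lyz2. Granulocyte genes had 3 of 28 lower, Mmp8, Fpr1 and S100a8 (6 over the list alone, adjusted p = 0.643 with an estimated correlation), and T and NK cell genes 3 of 19, Bcl11b, Cd3e and Klrd1 (4 over the list alone, adjusted p = 0.281 with an estimated correlation). Fpr1 and Klrd1 turned in a 50 kb window. The B cell, heme synthesis, GATA1-repressed, housekeeping and other tissues lists had 0 (0 over the list alone, adjusted p-values with an estimated correlation of 0.562, 0.417, 0.841, 0.755 and 0.478). With centring 4 erythroid genes were higher, and 7 megakaryocyte, 4 granulocyte, 5 monocyte and 4 mast, basophil and eosinophil genes and 1 gene of other tissues were lower.

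From MEP to CFUE 1241 genes passed (limma), 349 higher and 892 lower, with a median of 0.15, and 3979 had an unadjusted p under 0.05. Centring gave 164 and 1211, raw numbers 52 and 2228, and equal peak number 2689 and 3115. The largest falls were Car8 at 0 against 18.5 ± 3.54 peaks, the lipid flippase Atp10a (-4.17 ± 0.55), Basp1 at 0 against 16 ± 1.41 and Prss47 at 0 against 14.5 ± 4.95. Sgcz (2.70 ± 0.45) and Malrd1 (2.68 ± 0.68) rose the most, with 9.5 ± 9.19 and 11 ± 9.9 peaks in CFUE. Without MEP replicate 1 there were 422 genes, without MEP replicate 2 there were 513 and without CFUE replicate 2 there were 513. Of 45 named results 22, 25 and 24 lost their call in the same order, and 9 without CFUE replicate 1. Slc4a1 lost it without MEP replicate 1 or CFUE replicate 2, Bcl11a, Lmo2, Pf4 and Ms4a2 without MEP replicate 1, MEP replicate 2 or CFUE replicate 2, and Erg and Cpa3 without MEP replicate 2 or CFUE replicate 2. Tlr4, Tlr2, Lyz2, S100a8, Klrd1 and Siglecf lost theirs whichever library was left out. Hba-a2, Meis1, Fli1, Klf4, Mycn and Hoxb4 kept theirs each time. Libraries did not overlap in 53.8% of genes, against 33.3% by chance.

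Neutrophils were compared with monocytes (n = 2 and 2 libraries) to separate the 2 blood cell types. Of 12 B cell genes 5 were higher in NEU (7 over the list alone, adjusted p = 0.157 with an estimated correlation): Ebf1, with 43.5 ± 10.6 peaks against 22 ± 0 (1.35 ± 0.26), the B cell receptor chains Cd79b (1.32 ± 0.39) and Cd79a, Pax5 (1.21 ± 0.41) and Cr2. Of 28 granulocyte genes 3 were higher (5 over the list alone, adjusted p = 0.416 with an estimated correlation), Retnlg (1.92 ± 0.58), Mmp9 (1.51 ± 0.43), the gelatinase of neutrophils, and Mxd1. Monocyte genes split, with 4 of 27 lower, among them F13a1 (-1.83 ± 0.51), a coagulation factor subunit, Ace and Cd36, and 2 higher, Ms4a6c (1.26 ± 0.42) and Spi1 (the same over the list alone, adjusted p = 0.965 with an estimated correlation, mean -0.11 and median 0.15). Of 42 erythroid genes 2 were lower and 2 higher: Rhag was at 0 against 3.5 ± 0.707 peaks, and Hbb-bs and Hbb-bt had 5.5 ± 2.12 against 1 ± 1.41 (2 lower and 4 higher over the list alone, adjusted p = 0.837 with an estimated correlation, mean -0.01 and median 0.10). Megakaryocyte genes had Selp and Plek higher and Meis1 (-1.40 ± 0.28) and Rab27b lower (2 lower and 3 higher over the list alone, adjusted p = 0.841 with an estimated correlation), and stem and progenitor genes Myb and Erg higher and Meis1 and Mecom (-2.02 ± 0.37) lower (3 and 3 over the list alone, adjusted p = 0.861 with an estimated correlation). One gene was higher in the T and NK cell list, Cd247 (2 over the list alone, adjusted p = 0.985 with an estimated correlation), 1 in the mast, basophil and eosinophil list, Il5ra (1 over the list alone, p = 0.417), 1 in the housekeeping list, Eef2 (2 over the list alone, p = 0.663), 2 in the list of other tissues, Sftpc and Gria2 (3 higher and 1 lower over the list alone, p = 0.478), 3 in the GATA1-repressed list, Myb, Rgs18 and Spi1 (3 over the list alone, p = 0.417), and 0 in heme synthesis (3 over the list alone, p = 0.509), these p-values being adjusted and with an estimated correlation. With centring fewer were higher, with 2 B cell genes, 1 granulocyte, 1 monocyte, 1 GATA1-repressed and 0 megakaryocyte genes, and 1 gene of other tissues was lower.

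Between NEU and MON 1355 genes passed (limma), 846 higher and 509 lower, with a median of 0.18. Centring gave 547 and 631, raw numbers 75 and 1979, and equal peak number 1193 and 1121. Among the largest falls in NEU were the kainate receptor Grik1 at 0 against 17 ± 4.24 peaks, Pparg (-3.83 ± 0.47), a nuclear receptor of lipid metabolism, and Hpgd at 0 against 11 ± 1.41. The largest rises were Fgf13, Il1f9, Mrgpra2b and Eda, with 9 ± 4.24, 6 ± 1.41, 4.5 ± 0.707 and 4.5 ± 0.707 peaks against 0. This count rested on single libraries, with 295 genes without MON replicate 1, 408 without MON replicate 2, 3961 without NEU replicate 1 and 225 without NEU replicate 2. Of 43 named results 24, 20, 3 and 25 lost their call in the same order. Among them were Cd79b, F13a1, Erg and Spi1 without MON replicate 1, MON replicate 2 or NEU replicate 2. Pax5 and Meis1 were so without MON replicate 2 or NEU replicate 2. Retnlg, Mmp9 and Mecom were so without MON replicate 1 or NEU replicate 2. On the library total Meis1 ran from -1.89 to -0.54 and Mecom from -2.78 to -0.91. Myb and Rgs18 lost their call whichever library was left out. Ebf1, Pparg, Grik1, Fgf13 and Il1f9 kept theirs. Libraries did not overlap in 47.6% of genes, against 33.3% by chance.

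G1E-ER4+E2 differs from G1E by the clone, the fusion gene and estradiol, which cannot be separated here. Of 71599 elements called in any of the 4 libraries, 22406 were called in all, 9987 in both G1E-ER4+E2 libraries and in no G1E library, and 5388 in both G1E libraries alone. Either other split of the 4 libraries into pairs gave at most 1246, and 2 against 2 allow no test at 0.05. GATA motifs were in 54.5% of the lost, 31.7% of the gained and 22.6% of the kept elements. ETS motifs were in 8.15% of the lost and 1.75% of the gained, RUNX motifs in 7.89% and 4.27%, and AP-1 motifs in 10.4% and 6.20%. CTCF motifs went the other way, in 5.77% of the gained, 0.334% of the lost and 2.96% of the kept elements, as did KLF/SP motifs, in 19.1% of the gained and 11.2% of the lost. Promoters made up 30.5% of the gained, 16.4% of the lost and 60.9% of the kept elements.

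By gene, Kit had 17 ± 4.24 peaks in G1E-ER4+E2 against 6 ± 0 in G1E (1.16 ± 0.29) and the transferrin receptor Tfrc 9.5 ± 0.707 against 4 ± 1.41 (0.95 ± 0.30), whereas the ETS factor Erg fell from 28.5 ± 0.707 to 12 ± 2.83 (-1.50 ± 0.22), Lyl1 from 19.5 ± 2.12 to 11.5 ± 2.12 (-1.01 ± 0.26), Gata1 from 11.5 ± 3.54 to 6 ± 2.83 (-1.19 ± 0.39) and Cpa3 from 14.5 ± 3.54 to 2 ± 1.41 (-2.98 ± 0.45). The line carries the fusion outside the gene, so peaks at Gata1 do not measure it. Mast, basophil and eosinophil genes were lower for 3 of 14, Il5ra (-4.45 ± 0.40), Cpa3 and Cma1, and Siglecf was higher at 5.5 ± 0.707 peaks against 0 (6 lower and 1 higher over the list alone, adjusted p = 0.217 with an estimated correlation). GATA1-repressed genes had Lyl1 and Rgs18 lower and Kit higher of 10 (the same over the list alone, adjusted p = 0.257 with an estimated correlation), and stem and progenitor genes Erg, Angpt1 and Lyl1 lower and Kit and Bmi1 higher of 33 (the same over the list alone, p = 0.453). Of 42 erythroid genes Tfrc was higher and Gata1 lower (0 and 0 over the list alone, adjusted p = 0.985 with an estimated correlation, direction lower and mean 0.11). Megakaryocyte genes had Clec1b and Gp1bb higher and Rab27b lower of 28 (the same over the list alone, p = 0.634), granulocyte genes Il1r2, Mmp8 and Ltf higher and Padi4, Gfi1 and Retnlg lower of 28 (the same, p = 0.837), monocyte genes Fcgr4, Cd36 and Ace higher and Lyz2, Treml4 and Ms4a6c lower of 27 (the same, p = 0.574), B cell genes Vpreb3, Ebf1 and Blk higher of 12 (the same, p = 0.509), T and NK cell genes Klrd1 and Tcf7 higher and Ccl5 and Tbx21 lower of 19 (the same, p = 0.863), genes of other tissues Gfap, Sftpc and Ckm higher of 13 (the same, p = 0.416), and heme synthesis and housekeeping genes 0 (0, p = 0.841 and 0.623), these p-values being adjusted and with an estimated correlation. Many of these calls rest on 1 to 3 peaks, such as Clec1b (2 ± 0 against 0), Gfi1 (0 against 1.5 ± 0.707) and Blk (1.5 ± 0.707 against 0). With centring more were lower, with 2 erythroid, 2 megakaryocyte, 4 monocyte, 5 stem and progenitor, 5 mast, basophil and eosinophil, 3 GATA1-repressed and 3 housekeeping genes and 1 heme synthesis gene, and 2 monocyte genes and 2 genes of other tissues were higher.

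In the cell lines 2795 genes passed (limma), 1955 higher and 840 lower, with a median of 0.00, and centring gave 1561 and 1511, raw numbers 2148 and 346. With at least 3 peaks on average in these 4 libraries, 1801 passed. The largest rises were Sema3a, Tg, Sla and Sgsm3, with 16 ± 4.24, 15.5 ± 0.707, 15.5 ± 0.707 and 10.5 ± 0.707 peaks against 0, and the largest falls Dsg2, at 0 against 12.5 ± 2.12, and Plcb1 (-4.87 ± 0.60). Of 48 named results 7 lost their call without G1E replicate 1, 8 without G1E replicate 2 and 10 without G1E-ER4+E2 replicate 1 and without replicate 2 alike. They include Gata1 and Lyl1 (G1E replicate 1 and G1E-ER4+E2 replicate 1), Kit and Angpt1 (G1E-ER4+E2 replicate 2) Tfrc (each library but G1E replicate 1) and Sftpc (any library). Libraries did not overlap in 47.5% of genes, against 33.3% by chance.

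Elements were also counted at single loci (mm10, 1-based, gene and 20 kb on each side). At Gata2 on chromosome 6 (88193891 to 88207032), a progenitor transcription factor, 14 elements were seen, of which iMK had 10, GMP 8, G1E 7, CFUMK 6, CMP 5, LSK, MEP and G1E-ER4+E2 4 each, CFUE 2, and ERY, MON and NEU 0. At Alas2 on chromosome X (150547375 to 150570638) the element at the transcript start (150547043 to 150547545) was called in CFUE, ERY and G1E-ER4+E2 alone, while intron elements at 150549671 to 150550644 and 150564696 to 150564927 were also called in CMP, MEP, CFUMK, iMK and G1E. At the beta globin gene Hbb-bs on chromosome 7 (103826534 to 103828096) an intergenic element of 1511 bp (103824741 to 103826251) was called in CFUE, ERY and G1E-ER4+E2 alone, and MON had 0 elements. At Gfi1b on chromosome 2 (28609450 to 28621982), an erythroid and megakaryocytic repressor, the element at the start (28621716 to 28622138, UTR) was called in all 12 types, an intron element (28616801 to 28617273) in MEP, CFUE, ERY, CFUMK and G1E-ER4+E2, and another (28618509 to 28619214) in GMP, iMK, MON and NEU. At Spi1 on chromosome 2 (91082390 to 91115756), which encodes PU.1, 21 elements were seen, 13 in CFUMK, 12 in GMP, 7 each in MON and NEU and 2 each in CFUE and ERY. An upstream element (91070127 to 91070759) was called in all 12 types, and a UTR element (91096409 to 91096843) in each but CFUE and ERY. At the integrin gene Itga2b on chromosome 11 (102453297 to 102470122) CFUMK had 9 elements, LSK 8, CFUE and ERY 5 and G1E 2. At Mpo on chromosome 11 (87793581 to 87804413) CFUMK had 11, iMK 10, CMP 8, GMP 7, MON 3 and NEU 0. At Csf1r on chromosome 18 (61100598 to 61132149), the macrophage growth factor receptor, CMP had 12, CFUMK 11, GMP and iMK 10, MEP 1 and CFUE 0.

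**Figure D5:**
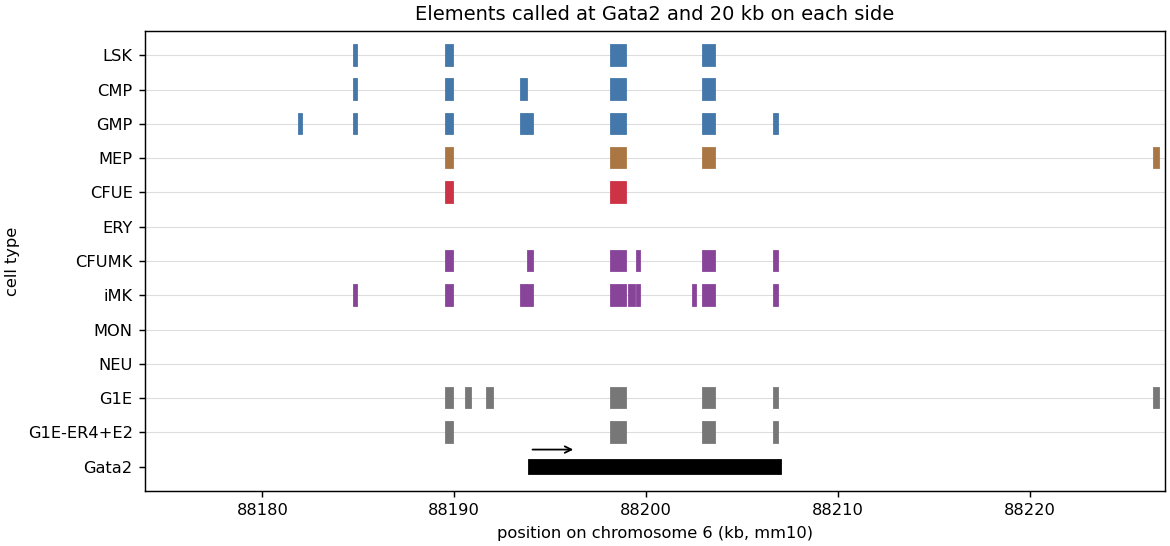
Bars mark the merged elements called in each of the 12 populations, one line per population, over Gata2 and 20 kb on each side, with the position on chromosome 6 of mm10 on the horizontal axis. iMK has 10 elements and GMP 8, and ERY, MON and NEU have 0.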

Values the study reported

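The study describes 205,019 candidate cis-regulatory elements in 20 cell types. In its principal component analysis the first component explained 82% of the variance. The numbers of active elements and of expressed genes were correlated with r = 0.90 without, and r = 0.78 with, the G1E and G1E-ER4 cells.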

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

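The test for single libraries far from their group was chosen before the values were seen, but its use on lineage classes was chosen after, since groups of 2 are too small for it. Of 106 sets of values from classes of 4 to 6 libraries, 6 held a library that stood apart by the Dixon test, and chance gives about 1 in 20, so these 6 are about what chance gives. E-box motifs were in 38.6% of peaks of LSK replicate 2, where the nearest of the 6 multilineage libraries, CMP replicate 1, had 36.3%. Monocyte promoters called in LSK replicate 2 were 17, against 23 in the nearest. LSK replicate 2 has fewer peaks than LSK replicate 1, and no explanation was tested. CFUE replicate 1 had 14 called megakaryocyte promoters (nearest 9) and 17 stem and progenitor promoters (15 in the nearest) among the 4 erythroid libraries. NEU replicate 2 had 9 called GATA1-repressed promoters (7 in the others of the innate class), and iMK replicate 2 had 6 of other tissues (7 in the others of its class).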

How the results depend on the processing

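Alternatives chosen only after the data were seen are the fits and shares at equal peak number for genes, motifs and promoters, the filter on at least 3 peaks in the libraries compared, motifs without the cell lines, elements of all peaks or of the upper part of each list by score, and the limit to types numbered together for the groupings, the promoter share and the gene fits. Where a value moved, the cause was not tested unless stated. A stricter form of the authors' threshold was not run for the peak number, since it needs scores on one scale across libraries, and depth limits all counts of peaks.

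Peak number kept its direction and passed in each of the 20 settings without 1 library (67270.3 to 78195), on covered length and on autosomes only (69845). Within the 7 types numbered together it was 82909 (exact p = 0.0952), where the design allows no smaller p. Merged elements were 100872 at equal peak number, 558010 with calls in either replicate and 128303 in the upper part of each list, and 209577 to 261775 without 1 library. The MEP grouping was -0.0671 with calls in either replicate and -0.000659 to 0.235 without 1 library. Megakaryocyte grouping kept its direction in all settings run. The shares of MEP elements kept in CFUE, ERY, CFUMK and iMK were 52.1%, 52.8%, 76.0% and 52.1% at equal peak number and 34.9%, 33.5%, 62.1% and 43.1% with calls in either replicate. With reciprocal overlap they were 80.5% in CFUMK and 53.8% in iMK. Without 1 library they ran from 28.7% to 50.1%, 29.0% to 48.3%, 60.6% to 88.3% and 39.8% to 60.5%.

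The promoter share was -6.95 at equal peak number (exact p = 0.143), -9.86 within the 7 types numbered together (exact p = 0.0952) and between -7.25 and -4.79 without 1 library. Distances of 500 bp and 2 kb left it past the threshold. None of the 32 motif differences passed under any setting run, but some changed direction. In distal peaks AP-1 (0.646), CTCF (0.550) and E-box (1.64) turned in the erythroid contrast and CTCF (-0.474) in the megakaryocytic one. At equal peak number CEBP (0.000569) and AP-1 (0.406) turned in the innate, KLF/SP (0.363) in the megakaryocytic and E-box (0.169) in the erythroid contrast. Without the cell lines GATA (1.19) and CTCF (-0.0809) turned in the megakaryocytic, AP-1 (0.0140) and KLF/SP (0.403) in the innate, and CTCF (0.185) and E-box (0.596) in the erythroid contrast. Without 1 library the CTCF difference in the megakaryocytic contrast ran from -0.0649 (without iMK replicate 1) to 0.118, and was -0.00509 without CFUMK replicate 2. For the CTCF motif elements kept, LSK to GMP was -2.21 at equal peak number. LSK to MEP was 50.5 with reciprocal overlap, 41.6 at equal peak number, 54.4 with calls in either replicate and 30.6 with a shorter core, and 45.02 to 57.7 without 1 library. LSK to CFUE was 28.7 at equal peak number, 40.6 with calls in either replicate and 18.4 with a shorter core, and 30.8 to 39.7 without 1 library.

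With a preset correlation 25 of the list tests passed. With raw numbers the direction turned for housekeeping genes in the erythroid contrast (adjusted p = 0.989), heme synthesis in the innate contrast and in MEP against CMP, monocyte genes in NEU against MON (adjusted p = 0.985 each) and erythroid genes in the cell lines (adjusted p = 0.947). The number of genes past the threshold in the megakaryocytic contrast was 0 with a prior of 0.5 peak, with median centring, in a 50 kb window and with types numbered together, 83 with no minimum of peaks, 17 with raw numbers and 1757 at equal peak number, and 0 to 21 without 1 library. MEP against CMP had 488 with no minimum of peaks, 754 with raw numbers and 4111 at equal peak number, and 63 to 148 without 1 library. The innate contrast had 8678 with raw numbers and 2402 to 6412 without 1 library. CFUE against MEP had 2280 with raw numbers and 5804 at equal peak number, and 422 to 1572 without 1 library. NEU against MON had 2054 with raw numbers and 2314 at equal peak number, and 225 to 3961 without 1 library. The cell lines had 1801 with at least 3 peaks in the libraries compared and 1962 to 2585 without 1 library, and the erythroid contrast 7472 to 9631. The library number series as a block left 269 and 1194 genes in MEP against CMP and CFUE against MEP, the contrasts inside it. Over 21 pairs of the 7 types numbered together the correlation of replicate differences ran from -0.180 to 0.255, with 6 pairs over 0.1, so the numbers do not pair the libraries.

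Of the named results, 304 kept direction and call with a prior of 0.5 peak, 325 with no minimum of peaks, 240 with raw numbers, 291 with median centring, 252 in a 50 kb window and 234 at equal peak number. At equal peak number 26 had a difference of exactly 0. With raw numbers these turned in the erythroid contrast: Cd79a (-0.14), Klrb1c (-0.0886), Tcf7 (-0.16), Ccr3 (-0.0146), Ppox (-0.0335), Lyl1 (-0.0546), Eef2 (-0.0398), B2m (-0.19), Pgk1 (-0.18), Ywhaz (-0.25), Gtf3c5 (-0.32), Nphs1 (-0.00930) and Ins2 (-0.17). In the innate contrast they were F2rl2 (-0.0279), P2rx1 (-0.0613), Fpr2 (-0.0284), Spi1 (-0.18), Cx3cr1 (-0.32), Fcrla (-0.0784), Ebf1 (-0.21), Klrb1c (-0.22), Slc25a38 (-0.0788), Myc (-0.0205), Hhex (-0.0649), Actb (-0.0134), Eef2 (-0.0398) and Polr2a (-0.12). In a 50 kb window Fpr1 (0.20), Esam (0.17), Pgk1 (-0.27) and Ckm (0.0872) turned in the erythroid contrast, Mpo (0.13) in the innate one, and Fpr1 (0.52) and Klrd1 (0.52) in CFUE against MEP. At equal peak number Cd79a (-0.0814), Il5ra (0.36), Rgs18 (-0.44, adjusted p = 0.0459 in limma), Pgk1 (-0.16), Sftpc (0.45) and Nphs1 (-0.26) turned in the erythroid contrast, and Sprr2a3 (-0.17), Flvcr1 (-0.0155), Myc (-0.18) and Alb (0.50, adjusted p = 0.00237 in limma) in the innate one.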

Other observations

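The tests of depth and of mislabelled samples were chosen only after the results they bear on were seen. The tests for other cells in the NEU and iMK samples and the splits of the libraries were chosen before, except for the comparison with the erythroid list.

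The lower number of peaks in the erythroid and innate types may come from lower depth. Relative depth was 66.7% ± 9.72 in those 4 types and 70.3% ± 18.4 in the other 6 (SD over libraries). Of 24 pairs of libraries with a depth within 10%, the library of the 6 types had more peaks in 22 (91.7%), in 13 of 13 pairs with an erythroid and 9 of 11 with an innate library, which argues against depth as the whole cause in these lists, as far as the steps of the scores measure it. In the cell lines depth cannot be told apart from cell type, since their relative depth (27.0% at most) lies under the lowest of the primary libraries, 40.2%. A biological difference between these cell types stays open as a hypothesis.

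B cell promoters were called for 12 of 12 genes in both NEU libraries. B cells in the NEU samples may be the source, and a list test of NEU against MON was set beforehand to argue against it if it failed. It did not pass (adjusted p = 0.157, mean relative log2 difference 0.71, against -0.10 for T and NK cell genes), but no list passed in any contrast, the erythroid list in erythroid cells included (adjusted p = 0.217, 35 of 42 genes higher), so that bound was wrong and B cells cannot be told apart from B cell gene accessibility in neutrophils. Mislabelled B cell samples cannot be told apart either. The lower NEU library had 7 more granulocyte promoters called than any library of MEP, CFUE and ERY, but LSK, CMP, CFUMK and iMK each have a library with more than either NEU library, and no B cell library was analysed here. A supplement of the study gives NEU as not sorted, so no sort is known that would remove B cells.

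The iMK samples were closer to GMP than to CFUMK. Granulocyte and monocyte cells among them may be the source: of 66 elements called in GMP, MON and NEU and in no library of LSK, CMP, MEP, CFUMK, CFUE or ERY, 51 (77.3%) were called in iMK. Against this, a supplement of the study gives iMK as sorted on megakaryocyte markers and without granulocyte and monocyte markers, so other cells would have had to pass that sort. Elements of CFUMK in no library of GMP, MON or NEU were called in iMK at 5.84%, and elements of GMP in no CFUMK library at 24.4%. Of the elements in no library of GMP, LSK, CMP, MEP, CFUMK, CFUE or ERY, those of MON were called in iMK at 11.4% and those of NEU at 10.3%. Mislabelled GMP samples are argued against, since the iMK replicates correlate at 0.781, by 0.249 more than either does with a GMP library (0.533 at most). Granulocyte and monocyte elements in immature megakaryocytes themselves stay open, as untested.

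Splits of the same libraries show whether the gene counts exceed those of libraries drawn singly. Of 100 splits drawn for each contrast, 1, the real one, gave as many genes in the erythroid contrast (9507 with 2 pooled groups, highest other 5595) and 1 in the innate contrast (3817, highest other 1040), so chance can be excluded there for libraries drawn singly. Replicates of a type go together, however, and 2 against 3 whole types allow 10 arrangements, too few for a test at 0.05. The split with 5595 genes held LSK replicate 2, CFUE replicate 2 and both ERY libraries. That with 1040 held LSK replicate 2, both MON libraries and NEU replicate 2, which are numbered together, so both the number and the innate type could lie behind it. In the megakaryocytic contrast the real split gave 0 (highest other 7), so that all 100 gave as many by construction. Chance cannot be excluded there, and these splits do not bear on the 36 genes called with 12 group means.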
